A study of Ruditapes decussatus with 36 samples.

How the data were processed

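Gill RNA of the grooved carpet shell clam, Ruditapes decussatus, was measured on 36 one-colour oligonucleotide arrays, with 1 array per clam. Total RNA was amplified, labelled with Cyanine 3 and hybridised, per the labels' protocols. The population label of each sample gave 4 groups: north Atlantic (n = 10), south Atlantic (n = 13), north Mediterranean (n = 4) and south Mediterranean (n = 9). Replicate numbers only name the clams and pair none of them.

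The deposited scanner files hold spot intensity on a linear scale. Per the file headers, they were made with Feature Extraction 9.5.1.1, which subtracted background, removed spatial trends within an array and replaced dim spots by a surrogate value. No normalization between arrays is recorded in those headers. The array carried 14539 spots, of which 14003 were probes of 60 bases and 459 and 77 were positive and negative control spots. All 14003 probes carry the description "Unknown", so probes are given by identifier and contig, and the keyword gene sets planned before the data were examined were not run. A deposited table of processed intensity for the same arrays was used as an alternative. The steps behind it are not stated. Each of its 36 columns correlated best with the scanner values of its own array (lowest r 0.935), and its empty cells were the spots that the scanner files mark as not found. Differences in these values therefore leave out clams whose spot was not found. Only 6053 probes had no empty cell, so whole-profile statistics from that table used at most these.

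The signal was taken to the log2 scale and the array's 75th percentile was subtracted. Control spots were left out, and 104 spots with an outlier mark were treated as missing. Saturated spots, at most 11 on an array, were kept. A probe was tested when it was well above background on at least 4 arrays, which left 11650 of the 14003. limma 3.58.1 in R 4.3.3 fitted a mean for each population (lmFit, eBayes), with one estimate of the spread for all 36 arrays. All p-values are two-sided, except those of the moderated F-test over the 4 populations and of the variance shares, spread and squared distances, where only larger values count. Benjamini-Hochberg adjustment was made over all tested probes within a comparison, and probes with adjusted p under 0.05 were called. Averages over populations weight each population equally.

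Whole-profile statistics used the 11565 tested probes without a missing value and permutation tests with 100000 draws, or 10000 under an alternative and 100 for Spearman correlations. They were the share of the squared distance between arrays explained by race, by latitude or by the 4 populations, the distance of each array to its population centroid, and correlations across probes of differences that share no array. Squared distances between populations were corrected for the sampling of individuals and divided by the number of probes. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

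Named probes followed a rule fixed before the data were examined. For each comparison these were the 2 called probes in each direction with the largest absolute log2 difference. Where no array of a population was well above background, a bound is given for a difference, but not for an interaction. The dim side was then set, on each array, to the higher of the probe's own value and the lowest signal among probes well above background. For CUST_11472_PI425257013 only the north Mediterranean part of the dim side was set in this way, so its difference is given without a bound.

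Alternatives fixed before the data were examined were median scaling, quantile normalization, normexp background correction (offset 50) with quantile normalization, the deposited processed values, no filter on dim probes, a filter for probes well above background on every array (6246 probes), slide as a block, array weights, a trended robust prior, a minimum absolute log2 difference of 1, an additive model, fits of only the populations compared, Spearman correlation, probes of unit variance, leaving out the 2 arrays least correlated with the rest, and leaving out each of the 36 arrays in turn. Array brightness and the first component of the residuals were added as covariates after the data had been seen. The 5 slides were nested in 3 scan days, and every slide held at least 3 populations, so slide as a block also covers scan day.

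The limma fit was tested on simulated data with the real probe means and spreads over 11565 probes. Of 200 probes changed between races, 56% were called at a log2 difference of 1, 81.5% at 2 and 98% at 4, with 3, 6 and 12 false calls. For the north and south Mediterranean populations 25%, 68.5% and 90.5% were called, with 3, 5 and 16 false calls. The share of false calls was above the adjusted p threshold of 0.05 in 3 of these settings, with 12 of 208 calls for race at 4, and 3 of 53 and 16 of 197 for the Mediterranean populations at 1 and 4. A simulation with no race difference gave 0 calls. Each setting was simulated once, with normal noise drawn independently for each probe and the same spread in all populations. Probes that vary together, probes with separate levels and unequal spreads were not simulated. These rates therefore need not hold for the real arrays. The number of arrays, 4 in the smallest population, limits the precision.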

Results

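The data set comprised 36 gill expression profiles of individual clams from a cool northern and a warm southern locality of each of 2 geographical races, Atlantic and western Mediterranean. All animals had been held for 15 weeks at the southern Atlantic locality while the water warmed, so the comparisons addressed differences between populations after a period in shared water. The series description states 34 individuals and 11025 probes, whereas 36 arrays and 14003 probes were analysed here.

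Between 7708 and 11005 probes, or 55.0% to 78.6%, were well above background on an array. Array brightness, taken as the 75th percentile of the signal, ranged from 223 to 2549 intensity units, an 11.4-fold range. Mean brightness was 864 ± 127 (SD, n = 10) in the north Atlantic, 874 ± 589 (SD, n = 13) in the south Atlantic, 466.4 ± 114 (SD, n = 4) in the north Mediterranean and 956 ± 410 (SD, n = 9) in the south Mediterranean population. Population explained 16.0% of the variance of log2 brightness (permutation p = 0.129) and slide explained 10.2% (permutation p = 0.490). The highest correlation between any 2 arrays was 0.960, and no array duplicated another.

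To ask how much of the whole profile followed origin, the squared distances between arrays were partitioned. The 4 populations explained 14.2% of the total (permutation p = 0.00335). Race explained 5.16% after latitude (permutation p = 0.0199), and latitude explained 5.90% after race (permutation p = 0.0112). Labels assigned at random also explain a part of the total, and these shares are not corrected for it. The setting that moved the race share most was the use of the deposited processed values, under which it was 6.55%. These gave at most 6053 probes without an empty cell, so the set of probes changed as well. Over probes well above background on every array the share was 6.405%.

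The first principal component held 22.1% of the variance. Population explained 14.8% of it (permutation p = 0.153), and slide 14.4% (permutation p = 0.287). Across the 36 arrays the component was correlated with log2 brightness (Pearson r = -0.514, permutation p = 0.00138, adjusted over the 6 components 0.00696, Spearman rho = -0.579, permutation p = 0.00033, adjusted 0.00198), and r was -0.429 without the 2 arrays farthest from the median brightness. Component 3, with 5.58% of the variance, was also correlated with log2 brightness (r = 0.489, permutation p = 0.00232, adjusted 0.00696, rho = 0.510, permutation p = 0.00157, adjusted 0.00471), and r was 0.514 without those 2 arrays. Latitude explained 21.1% of component 3 (permutation p = 0.00545, adjusted over the 6 components 0.0327). Component 4, with 5.24% of the variance, was the one of the 6 examined that followed race. Race explained 80.0% of it (permutation p = 1e-05, the smallest that 100000 draws can give, adjusted over the 6 components 6e-05), slide 1.66% and latitude 1.81%. Scores averaged 19.8 ± 12.7 (SD, n = 23) in Atlantic clams and -35.0 ± 15.0 (SD, n = 13) in Mediterranean clams. The ranges, -2.26 to 46.9 and -54.5 to -1.20, overlapped only at their ends. Population also explained 38.3% of component 6, which held 3.40% of the variance (permutation p = 0.00134, adjusted over the 6 components 0.00402). Race explained 3.03% of component 6, latitude 1.64% and slide 24.1% (permutation p = 0.0629 for slide, adjusted 0.378).

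**Figure D1:**
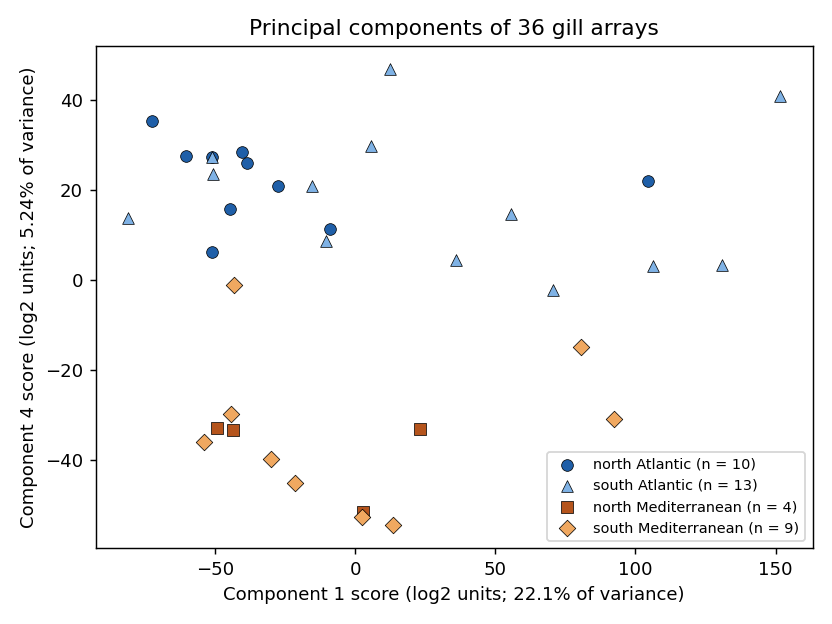
Scores of the 36 arrays on principal components 1 (horizontal) and 4 (vertical), in log2 units, 1 point per clam, with colour and symbol for population. Atlantic clams lie above most Mediterranean clams on component 4, of which race explained 80.0%, while populations overlap along component 1.

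Distances of arrays to their own population centroid differed between populations (permutation p = 0.0193). The mean distance was 110 ± 24.6 (SD, n = 10) in the north Atlantic, 136 ± 18.5 (SD, n = 13) in the south Atlantic, 110 ± 4.28 (SD, n = 4) in the north Mediterranean and 129 ± 20.5 (SD, n = 9) in the south Mediterranean population. The highest and lowest means were 25.7 apart. With slide as a block this difference was 19.1 and no longer passed the test (permutation p = 0.125). A difference in spread between populations of unequal size can affect the permutation p of the variance shares and squared distances. How far it did so was not tested.

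**Figure D2:**
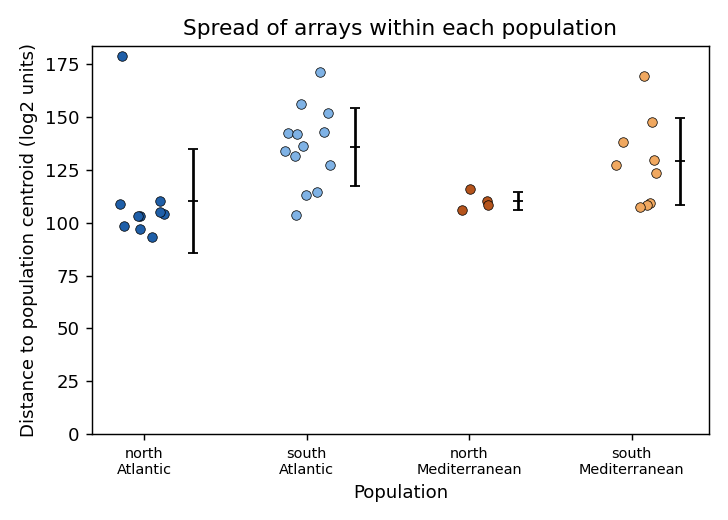
Distance of each array to its population centroid (log2 units over all probes), 1 point per clam, with mean and SD beside the points. The south Atlantic mean is 136 and the north Atlantic mean 110, and 1 north Atlantic clam lies at 179.

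Of the 6 squared distances between populations, the largest was between the south Atlantic and north Mediterranean populations, at 0.419 per probe (permutation p = 0.0344, adjusted 0.0516). The north Atlantic population differed from the other 3 after adjustment over the 6 pairs. Its distance was 0.310 to the south Atlantic (permutation p = 0.0153, adjusted 0.0306), 0.304 to the north Mediterranean (permutation p = 0.00527, adjusted 0.0158) and 0.283 to the south Mediterranean population (permutation p = 0.00266, adjusted 0.0158). The distances of the south Mediterranean population to the south Atlantic (0.161, permutation p = 0.0725) and to the north Mediterranean population (0.161, permutation p = 0.0681) did not pass. Without 1 clam the latter ranged from 0.0879 to 0.214 and the former from 0.120 to 0.238.

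Single probes were then compared. Of 11650 tested probes, 407 (3.49%) differed among the 4 populations by limma's moderated F-test. Race gave 328 calls, of which 177 were higher in Atlantic clams and 151 higher in Mediterranean clams. The median absolute log2 difference of these probes was 1.05. An unadjusted p under 0.05 was found for 1931 probes, where 582.5 would be expected by chance. Array weights moved the count most, to 739, and leaving out north Mediterranean clam 1 gave 160. The share of race calls higher in Atlantic clams was 54.0%, and 40.8% under median scaling.

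**Figure D3:**
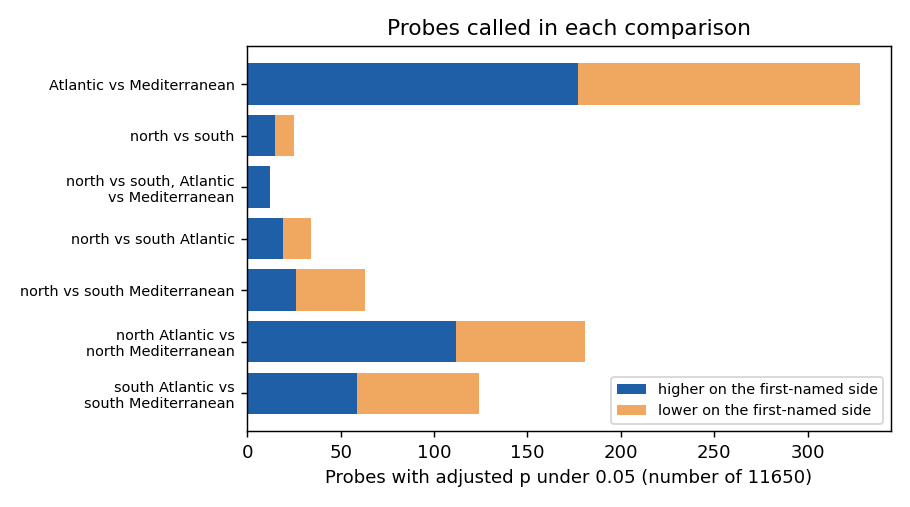
Number of probes with adjusted p under 0.05 in each comparison (horizontal axis), split by direction relative to the side named first. Race gave 328 calls, latitude 25 and their interaction 12.

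The largest race difference toward Atlantic clams was in probe CUST_8533_PI425257013 of contig rud_dec_c10708 (log2 difference 6.09 ± 1.01 SE, adjusted p = 0.000564). It was well above background in 10 of 10 north Atlantic, 12 of 13 south Atlantic, 1 of 4 north Mediterranean and 3 of 9 south Mediterranean clams. The probe CUST_16641_PI425257013 of contig rud_dec_rep_c44502 followed at 5.92 ± 1.38 SE (adjusted p = 0.0135). In the other direction, CUST_24236_PI425257013 of contig AS_rud_dec_c2332 was well above background in 0 of the Atlantic clams, in 4 of 4 north Mediterranean and in 5 of 9 south Mediterranean clams. It was at least 11.6-fold higher in the Mediterranean clams (adjusted p = 1.91e-07). With normexp correction its log2 difference was -2.15, smaller than that bound, with adjusted p = 2.9e-06, where the alternatives ranged from 1.87e-08 to 9.6e-06. CUST_5696_PI425257013 of contig rud_dec_c7051 differed by -4.77 ± 1.06 SE (adjusted p = 0.0103), and did not pass in the deposited processed values (adjusted p = 0.0744, the highest of its alternatives, the lowest being 0.00352). In each of these 4 probes the values of the races overlapped.

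**Figure D4:**
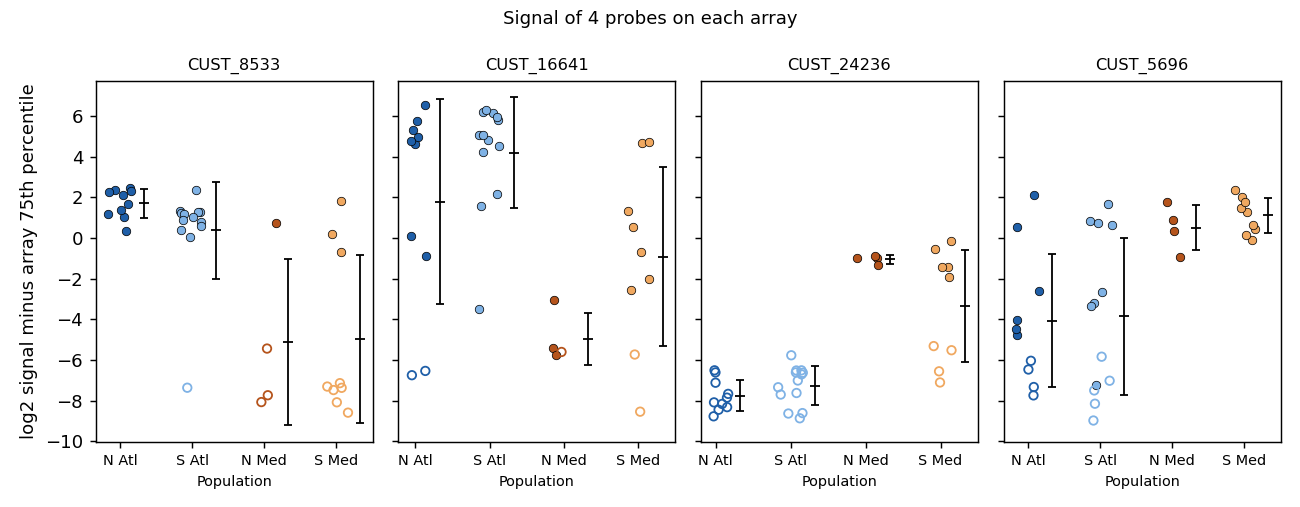
Normalised log2 signal of the 4 probes with the largest race differences (vertical axis), by population (horizontal axis; N, north, S, south, Atl, Atlantic, Med, Mediterranean). Filled points are arrays well above background, open points are not, and bars give mean and SD; CUST_24236 is open in all Atlantic clams.

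The race comparison was also made at each latitude. Between the northern populations 181 probes were called (112 higher and 69 lower in Atlantic clams), and between the southern populations 124 (59 higher and 65 lower). Without north Mediterranean clam 1 the northern count was 65, and without south Mediterranean clam 9 it was 343. The calls shared 14 probes, all 14 with the same sign. Of the 181 northern calls, 124 had the same sign in the south, and of the 124 southern calls, 95 had the same sign in the north. Across all probes, which are not independent replicates, the northern and southern race differences had a correlation of 0.214 that did not pass the test on permuted clams (permutation p = 0.174). It passed with normexp correction (r = 0.280, permutation p = 0.0206) and in the deposited processed values (r = 0.229, permutation p = 0.0147), whereas Spearman's rho was 0.0850 (permutation p = 0.540). The deposited values allowed at most 6053 probes, so processing and set of probes are not separated there. With array brightness as a covariate, chosen after the data had been seen, the northern count was 279, including 112 of the 181, and the share higher in Atlantic clams went from 61.9% to 42.7%. In the north, CUST_26750_PI425257013 was at least 66.0-fold and CUST_1289_PI425257013 at least 50.5-fold higher in Atlantic clams, as neither was well above background in any north Mediterranean clam (adjusted p = 0.0243 and 0.00233). The former did not pass with the brightness covariate (adjusted p = 0.0646) or without north Mediterranean clam 1 (0.0849), 3 (0.0610) or 4 (0.0667), and its lowest adjusted p over the alternatives was 7.08e-07. CUST_24236_PI425257013 was at least 27.2-fold lower and CUST_1774_PI425257013 was lower by a log2 difference of -5.50 ± 1.33 SE (adjusted p = 0.0270). With normexp correction the first 3 of these northern differences were smaller than their bounds, with log2 differences of 4.37, 4.20 and -2.74. CUST_1774_PI425257013 did not pass after quantile normalization (0.0573) or normexp correction (0.0613), in the deposited processed values (0.144), or without north Mediterranean clam 1 (0.124), 3 (0.0827) or 4 (0.0900), the lowest being 0.00394. In the south, the largest differences were in CUST_5378_PI425257013 (7.88 ± 1.68 SE, adjusted p = 0.0110) and CUST_3203_PI425257013 (6.99 ± 1.54 SE, adjusted p = 0.0141). These 2 probes had a correlation of 0.986 across arrays and share a run of 13 bases. They were well above background in 1 of 9 and 2 of 9 south Mediterranean clams, so the size of both differences depends on the level of dim spots. The lower ones were CUST_7296_PI425257013 (-5.48 ± 0.96 SE, adjusted p = 0.00189) and CUST_21739_PI425257013 (-5.08 ± 1.15 SE, adjusted p = 0.0172). CUST_7296_PI425257013, well above background in 4 of 13 south Atlantic clams, did not pass in the deposited processed values (adjusted p = 0.0747, the lowest being 0.000355). CUST_21739_PI425257013 did not pass in those values (0.0913), with slide as a block (0.0577), with array weights (0.0549) or with only the southern populations fitted (0.134), the lowest being 0.00615.

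Latitude, averaged over the races, gave 25 calls, with 15 higher and 10 lower in northern clams. The share higher in the north was 60%, but 86.2% under median scaling and 42.9% in the deposited processed values. Its unadjusted p was under 0.05 for 1857 probes. The count moved most with array brightness as a covariate, chosen after the data had been seen, to 788, and it was 4 without north Mediterranean clam 3. CUST_840_PI426867192 was higher in northern clams by 1.52 ± 0.34 SE on the log2 scale (adjusted p = 0.0371). It did not pass in the deposited processed values (0.0677), in the additive model (0.0566) or in 11 of the fits without 1 clam, and its adjusted p ranged from 0.00905 to 0.0883, the highest without north Mediterranean clam 1. CUST_29895_PI425257013, not well above background in any southern clam, was at least 1.54-fold higher in northern clams (adjusted p = 0.00864). CUST_5777_PI425257013, well above background in 1 of 4 north Mediterranean clams, was lower by a log2 difference of -2.78 ± 0.50 SE (adjusted p = 0.00864). It did not pass in the additive model (0.0728) or without north Mediterranean clam 3 (0.0671), the lowest being 5.55e-05. CUST_11472_PI425257013, well above background in 1 of 10 north Atlantic and 0 of 4 north Mediterranean clams, was lower in northern clams. Its log2 difference was -2.49 ± 0.52 SE (adjusted p = 0.0223), and its size depends on the level of dim spots. In the deposited processed values its log2 difference was -1.39 and did not pass (adjusted p = 0.357). Nor did it pass with normexp correction (-0.55, adjusted p = 0.164) or without north Mediterranean clam 1 (0.0909) or 3 (0.0980), the lowest being 0.00118.

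Within the Atlantic race 34 probes differed between latitudes (19 higher and 15 lower in the north), and within the Mediterranean race 63 did (26 higher and 37 lower). The 2 sets shared 0 probes. Across all probes the latitude differences of the races had a correlation of 0.211 (permutation p = 0.215), which did not pass. It was 0.109 without south Mediterranean clam 9, 0.108 in the deposited processed values, 0.111 over probes well above background on every array and 0.114 as Spearman's rho, and passed in none of the alternatives run. The Mediterranean count was 3 without north Mediterranean clam 1 and 216 without south Mediterranean clam 9. When the Mediterranean populations were fitted alone, limma called 0 probes, with 1198 at an unadjusted p under 0.05. The largest Atlantic differences were in CUST_7296_PI425257013 (6.06 ± 0.93 SE, adjusted p = 0.00230) and CUST_21739_PI425257013 (5.68 ± 1.12 SE, adjusted p = 0.0172), both higher in the north. CUST_1240_PI425257013 (-4.67 ± 0.93 SE, adjusted p = 0.0181) and CUST_14754_PI425257013 (-4.54 ± 0.91 SE, adjusted p = 0.0181) were lower. None of these 4 passed in the deposited processed values (adjusted p = 0.0604, 0.0609, 0.0609 and 0.948), where CUST_14754_PI425257013 had a log2 difference of only -0.18. That probe was well above background in 2 of 10 north Atlantic clams, and CUST_7296_PI425257013 in 4 of 13 south Atlantic clams. The deposited values are empty where a spot was not found, so the -0.18 may rest on few north Atlantic clams. With slide as a block CUST_1240_PI425257013 did not pass (0.0582), with only the Atlantic populations fitted neither it (0.0514) nor CUST_21739_PI425257013 (0.0602) did, and with normexp correction CUST_14754_PI425257013 did not (0.0544). The lowest adjusted p of the 4 over the alternatives were 3.62e-05, 0.00161, 0.00257 and 0.00281. In Mediterranean clams, the 2 probes of contig c19597, CUST_152_PI426867200 and CUST_133_PI426867192, were higher in the north by 4.47 ± 0.94 SE and 4.07 ± 0.84 SE (adjusted p = 0.0286 for each). They overlap as reverse complements over 46 bases. With slide as a block neither passed (adjusted p = 0.0630 and 0.0612). Neither passed without north Mediterranean clam 1 (0.0748 for each) or 4 (0.104 for each), nor CUST_152_PI426867200 without clam 2 (0.0575). CUST_5777_PI425257013 (-4.62 ± 0.83 SE) and CUST_8697_PI425257013 (-3.84 ± 0.68 SE) were lower, with adjusted p = 0.0115 for each. Each was well above background in 1 of 4 north Mediterranean clams, so the size of its difference depends on the level of dim spots. In the deposited processed values CUST_8697_PI425257013 had a log2 difference of -1.26 and did not pass (adjusted p = 0.406), as without north Mediterranean clam 1 (0.0748). CUST_5777_PI425257013 did not pass without north Mediterranean clam 3 (0.0509) or 4 (0.0742). With only the Mediterranean populations fitted none of the 4 passed (0.259, 0.259, 0.184 and 0.204). Their lowest adjusted p over the alternatives were 0.00639 for the first 2, 3.48e-05 for CUST_5777_PI425257013 and 0.000179 for CUST_8697_PI425257013.

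The latitude difference itself differed between the races in 12 probes. In all 12 the north minus south difference, taken with its sign, was larger in Atlantic clams, which need not mean a larger change in those clams. This direction was not held by every alternative with more calls. Array weights gave 97 in this direction and 52 in the other, and the fit without the 2 least correlated arrays 31 and 17. The largest interactions were 3.02 ± 0.59 SE in CUST_13196_PI425257013 and 2.93 ± 0.59 SE in CUST_7941_PI425257013 (adjusted p = 0.0246 for each). The former was well above background in 1 of 4 and the latter in 0 of 4 north Mediterranean clams. Both fitted interactions therefore depend on the level assigned to dim spots. The north Mediterranean mean was the lowest in both, at -6.00 and -6.51. The other population means lay between -3.99 and -3.48 in CUST_13196_PI425257013 and between -3.09 and -2.59 in CUST_7941_PI425257013. CUST_13196_PI425257013 did not pass under median scaling (adjusted p = 0.0520), with normexp correction (0.117) or without north Mediterranean clam 3 (0.0792) or 4 (0.0661), the lowest being 0.00897. CUST_7941_PI425257013 did not pass with normexp correction (0.300), in the deposited processed values (0.211), with slide as a block (0.0560) or without north Mediterranean clam 1 (0.114), 3 (0.0731) or 4 (0.0662), the lowest being 0.00891. With slide as a block 1 probe was called, as without north Mediterranean clam 4, and without south Mediterranean clam 9 there were 53.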

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

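The tests of array brightness and of race on single arrays were stated before their results were seen, and the reading of north Atlantic clam 10 by its own brightness and the test of a set of 62 probes on north Atlantic clam 3 were added afterwards. In all, 84 groups of 4 to 10 arrays were examined for a clam apart from the others of its population, and 17 were found where 4.20 would be expected by chance.

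North Atlantic clam 3 lay apart from the other north Atlantic clams in 4 whole-array measures. Its brightness was 574, with the nearest other clam at 797. Its median correlation with the other arrays was 0.876, against 0.924 for the nearest. Its distance to the population centroid was 179, against 110, and its score on component 1 was 104, against -8.87. Dimness of the array is a candidate explanation, but with the trend on log2 brightness removed the clam still lay apart. The gap over the population's range was 0.720 for the correlation, 0.800 for the distance and 0.530 for component 1, where 0.466 is the limit for 10 clams. A clam of the other race under a wrong label is argued against by its score of 21.9 on component 4, inside the range of the other Atlantic clams and above the highest Mediterranean score of -1.20. It was also the only north Atlantic clam at the high level of 62 probes that were high in the same 6 clams. Without these 62 the gap over the range was 0.600 for component 1, 0.719 for the correlation and 0.776 for the distance, still above the limit, but 480 further probes followed them, so a wider set of this kind stays open as an explanation. A wrong label within the Atlantic race, the condition of the animal and the quality of its RNA remain open and were not tested. Without this clam the latitude share was 6.91% and the spread difference 34.5, and both kept their side of the threshold.

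South Mediterranean clam 9 had 7764 probes well above background, with the nearest clam at 9426, and a median correlation of 0.850, with the nearest at 0.893. It was the dimmest of the 36 arrays, at 223. With the trend on log2 brightness removed, the gap over the range fell to 0.0787 for the number of probes and to 0.165 for the correlation, under the limit of 0.493 for 9 clams. Both deviations may therefore come from low brightness, whose origin was not tested. North Atlantic clam 10 had 8734 probes well above background, with the nearest clam at 9772. The gap over the range went from 0.504 to 0.443 without the trend, just under the limit of 0.466. At 967 the array was brighter than its population's mean of 864, which argues against dimness, and no other explanation was tested.

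On component 4, the one that followed race, north Mediterranean clam 4 scored -51.4 and the nearest of the other 3 scored -33.4. The score lies inside the range of south Mediterranean clams, which reached -54.5. No technical or biological explanation was tested for it.

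The remaining single clams stood apart in a named probe. In CUST_16641_PI425257013 north Mediterranean clam 4 was highest at -3.05. In CUST_840_PI426867192 south Mediterranean clam 1 was highest at -0.41. South Mediterranean clam 7 was lowest in CUST_1240_PI425257013 at -1.70 and in CUST_152_PI426867200 at -3.37. In CUST_1774_PI425257013 north Atlantic clam 2 was highest at 0.22 and south Mediterranean clam 8 lowest at -8.09. In CUST_5378_PI425257013 north Mediterranean clam 2 was highest at 3.24 and south Mediterranean clam 4 highest at -1.88. North Mediterranean clam 2 was also highest in CUST_3203_PI425257013, at 2.59. These probes were named for large differences, which favours probes with wide gaps between clams. Dim arrays are a candidate source of such low values, but over all probes with 2 separate levels the number of low values per array did not follow log2 brightness (r = 0.0960). No test was run on these 9 values themselves.

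The difference between northern and southern clams differed between the races in 12 probes, all in 1 direction, with interactions of 3.02 in CUST_13196_PI425257013 and 2.93 in CUST_7941_PI425257013. Of 100 splits of the arrays into groups of the same sizes, 1, the real one, gave as many probes. These splits shuffled the clams over all populations, which removes the race and latitude differences as well. They cannot separate an interaction from such differences, so chance is not excluded for the interaction. The count was 1 with slide as a block, 3 under median scaling and 1 without north Mediterranean clam 4, so it may rest on few arrays. The single direction was not kept where more probes were called. Calls in this and the other direction were 97 and 52 with array weights, 31 and 17 without the 2 least correlated arrays, and 30 and 14 with brightness as a covariate. CUST_7941_PI425257013 kept a value of 3.06 with slide as a block, with adjusted p = 0.0560. It fell to 0.73 after normexp correction, where CUST_13196_PI425257013 fell to 1.09. Over the alternatives the adjusted p of CUST_7941_PI425257013 ranged from 0.00891 to 0.300, and that of CUST_13196_PI425257013 from 0.00897 to 0.117. A difference in how the populations of the races respond to latitude stays open and was not tested apart from the level given to dim spots.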

How the results depend on the processing

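Array brightness and the first residual component as covariates were chosen after the data had been seen; the other alternatives were fixed before. The keyword sets, with fry as their alternative, were not run because no probe has a name. No paired analysis was possible because the labels give the clams no shared numbers.

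The variance shares of race, latitude and the 4 populations kept their side of the threshold under every alternative run, including each clam left out. The race share lay between 5.003% and 5.55% when a clam was left out. The difference in spread was 19.1 with slide as a block (permutation p = 0.125), under the threshold for a call, and passed in the other alternatives run. The correlation of race differences passed only with normexp correction (0.280) and in the deposited processed values (0.229), and was 0.0850 as Spearman's rho. The correlation of latitude differences did not pass in any alternative and lay between 0.108, in the deposited processed values, and 0.275, without north Mediterranean clam 2. Median scaling cannot change the correlations, since a shift of a whole array drops out of them. The cause was not tested for these changes, except where stated.

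Counts within 1.5 times the original are not listed. Array weights gave 1470 probes among the 4 populations, 739 for race, 265 for latitude, 149 for the interaction, 175 for latitude in the Atlantic, 341 for latitude in the Mediterranean, 777 for race in the north and 188 for race in the south. With brightness as a covariate there were 1021 among the 4 populations, 788 for latitude, 44 for the interaction, 53 for latitude in the Atlantic, 439 for latitude in the Mediterranean and 279 for race in the north. With the first residual component there were 1113 among the 4 populations, 218 for latitude, 70 for the interaction, 601 for latitude in the Atlantic, 97 for latitude in the Mediterranean and 357 for race in the south. That component is taken from the residuals and is unrelated to the populations by construction, so for probes without missing values it left the estimates unchanged and could only reduce the residual sum of squares. Its added calls are no evidence for or against a result.

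With slide as a block there was 1 interaction, and 19 calls for latitude in the Atlantic, 16 for latitude in the Mediterranean and 113 for race in the north. Median scaling gave 87 for latitude, 3 for the interaction and 35 for latitude in the Mediterranean. Normexp correction gave 41 for latitude and 5 for the interaction. Quantile normalization gave 34, and the deposited processed values 37, for latitude in the Mediterranean. With no filter on dim probes there were 22 for latitude in the Atlantic. Requiring every array well above background, which leaves fewer probes to test, gave 217 for race, 88 for latitude and 57 for race in the south. All 179 race calls tested under that filter remained called. Without the 2 arrays least correlated with the rest, south Atlantic 11 and south Mediterranean 9, there were 48 interactions, 198 for latitude in the Mediterranean and 301 for race in the north.

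A minimum absolute log2 difference of 1 left 168 for race and 12 for latitude, and the additive model gave 210 and 40. With only the populations compared in the fit, limma called 0 for latitude in the Mediterranean (1198 at an unadjusted p under 0.05), 799 for race in the north and 44 for race in the south. The 0 and the 799 share the 4 north Mediterranean clams, and the spread is then estimated without the other populations.

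Leaving out 1 clam at a time gave 253 to 651 probes among the 4 populations, 160 to 422 for race, 4 to 103 for latitude and 1 to 53 for the interaction. The ranges were 16 to 70 for latitude in the Atlantic, 3 to 216 for latitude in the Mediterranean, 65 to 343 for race in the north and 88 to 197 for race in the south. North Mediterranean clam 1 gave the lowest count for the 4 populations, race, latitude in the Mediterranean and race in the north. South Mediterranean clam 9, the dimmest array, gave the highest for the 4 populations, the interaction, both latitude comparisons within a race and both race comparisons within a latitude. The lowest latitude count came without north Mediterranean clam 3 and the highest without south Atlantic clam 2. North Mediterranean clam 4 gave the lowest interaction count, north Atlantic clam 8 the lowest for latitude in the Atlantic, and south Mediterranean clam 4 the lowest for race in the south.

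The share of calls in each direction moved with the scaling and with other settings. For race 54.0% were higher in Atlantic clams, and 40.8% under median scaling, 48.2% with normexp correction, 45.6% for probes well above background on every array, 47.9% with array weights, 45.2% with brightness as a covariate and 47.1% in the additive model. For latitude 60% were higher in the north, and 86.2% under median scaling, 70.7% with normexp correction, 42.9% in the deposited processed values and 41.7% with a minimum absolute log2 difference of 1. Within the Atlantic race the share was 55.9%, and 69.4%, 72.7% and 75% in the first 3 of those settings and 66.0% after quantile normalization. Within the Mediterranean race it was 41.3%, and 65.7%, 52.6% and 29.7% in the same 3 settings. It was also above 50% for probes well above background on every array (57.7%), with array weights (63.1%), without the 2 least correlated arrays (65.2%) and with brightness as a covariate (63.8%), so no majority direction held. For race in the north it was 61.9%, and 50% with normexp correction and 73.4% in the deposited processed values, and 42.7% with brightness as a covariate, under which 112 of the 181 calls remained, and 47.7% with only the northern populations fitted. For race in the south it was 47.6%, and 52.6% with a minimum absolute log2 difference of 1 and 61.4% with only the southern populations fitted. It was 36.3% in the deposited processed values, 31.6% for probes well above background on every array and 38.3% with array weights. The calls that the first residual component added moved the share to 24.96% for latitude in the Atlantic and to 71.7% for race in the south. For the interaction it was 100% in that direction, and 65.1% with array weights, 64.6% without the 2 least correlated arrays and 68.2% with brightness as a covariate. Median scaling put the median difference of all probes at 0.10 for latitude, 0.13 for latitude in the Mediterranean and -0.12 for race in the north, where it had been 0.02, 0.03 and -0.05.

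Of 1248 alternative values for the 22 named probes in their 26 comparisons, 0 changed sign and 68 no longer passed, 33 of these with a clam left out. The deposited processed values accounted for 12, fits of only the populations compared for 7, and normexp correction and slide as a block for 5 each. With the block these were CUST_1240_PI425257013 for latitude in the Atlantic, CUST_152_PI426867200 and CUST_133_PI426867192 for latitude in the Mediterranean, CUST_21739_PI425257013 for race in the south and CUST_7941_PI425257013 for the interaction. Signal over background limits these values: dim probes carry a surrogate level, and the named differences that reach it depend on the background correction.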

Other observations

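The tests of slide on the race calls, of brightness, slide, population and a few probes on the principal components, and of the probes sharing 1 split were chosen after those results had been seen. The other tests were stated before. For probes with 2 levels, a gap of 3 log2 units with at least 3 clams on each side was chosen before any count was seen. A looser definition, a gap of 2 with at least 4 clams on each side, was nevertheless run first, so its results were known when those of the stricter one were computed; both are given.

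Whether chance could give as many calls was examined with 100 splits of the arrays for each comparison. For the 4 populations, race, latitude, latitude in the Atlantic and race in the north, 1 split, the real one, gave as many probes. For latitude in the Mediterranean and for race in the south 2 of 100 did, and other splits reached 76 and 561 probes. Chance can be excluded for the first 5 counts as far as 100 splits reach. For the last 2 the share of splits is below 0.05, but another split exceeded the real count, so these counts do not lie outside the range of the splits drawn. The one with 561 probes explained 26.8% of the variance of log2 brightness among the southern arrays, and the one with 76 explained 0.00472% among the Mediterranean arrays. With only the Mediterranean populations fitted, limma called 0 probes, with 1198 at an unadjusted p under 0.05.

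Array brightness is a candidate source of the 328 race calls, but with brightness as a covariate 454 probes were called, 277 of them among the 328. This argues against brightness as the whole source, not for each call. In the north, where the Mediterranean arrays were dimmest, 112 of the 181 race calls remained with the covariate, and the share higher in Atlantic clams went from 61.9% to 42.7%, so brightness stays open for the other northern calls. A difference between slides is argued against in the same way, as 319 probes were called with slide as a block, 290 of them among the 328. For latitude in the Mediterranean the count rose from 63 to 439 with the brightness covariate, 56 of them among the 63, so dimness of the north Mediterranean arrays may mask rather than make such calls. The covariate is a single linear term and was chosen after the data had been seen. A sequence variant of one race under a probe stays open as an explanation of single race calls. The 385 contigs with both probes tested had race differences that correlated weakly between the 2 probes (r = 0.174 across contigs, permutation p = 0.0017). In 12 of those pairs 1 probe was called for race, and in 0 pairs both were. The partners share little signal, which keeps the test from deciding.

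The southern Atlantic clams were the only ones kept in their own locality, and a profile apart from the 3 stocks moved there could be expected. The squared distances did not decide this. The 3 that include the south Atlantic averaged 0.297 and the other 3 averaged 0.249, a difference of 0.0481 that ranged from -0.00663 to 0.109 without 1 clam and was not tested otherwise. The largest, 0.419 to the north Mediterranean and 0.310 to the north Atlantic, both include the south Atlantic. However, the south Atlantic and south Mediterranean populations were 0.161 apart, among the smallest of the 6 distances, whereas the north Atlantic and north Mediterranean populations were 0.304 apart. Without 1 clam these ranged from 0.120 to 0.238 and from 0.263 to 0.360. Both southern populations came from warm localities, and no test here separates that origin from other differences between stocks.

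The first component, the largest axis of variation, may reflect hybridisation or labelling yield in part, since its r with log2 brightness was -0.514, and -0.600 with population means removed (permutation p = 0.00031, adjusted 0.00186). A set of 62 probes that were high in the same 6 clams may be another part of it, as these probes, with 3.67% of the total variance, held 13.98% of its squared loading. A further 480 probes followed the mean of the 62 with r of at least 0.7. Together with the 62 they were 4.69% of the probes and held 64.7% of the squared loading of this component. The 6 clams scored 70.6 to 151.5 on it, and the other 30 scored -80.8 to 80.5. Slide (14.4% explained) and population (14.8%) are argued against as its main source. A small set of probes stays open, since the 100 leading probes held 24.0% of the squared loading but 292 of the 11565 were enough for 50% of it. For the second component r was -0.464 (permutation p = 0.00458, adjusted 0.00916), and -0.525 with population means removed (permutation p = 0.00974, adjusted 0.0236). However, rho was -0.205 (permutation p = 0.229) and r was -0.305 without the 2 arrays farthest from the median brightness. Both of the first values include those arrays, so brightness cannot be told apart from the influence of those arrays. The third component followed brightness more steadily, with r = 0.489, rho = 0.510 and r = 0.514 without those arrays, and r = 0.478 with population means removed (permutation p = 0.0118, adjusted 0.0236). Latitude explained 21.1% of this component, so an effect of brightness and one of latitude may both be in it. The physiological state of single clams is untested.

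Many probes switched between 2 levels among clams of the same population. By the stricter definition 292 of 11565 probes (2.52%) did so, where normal draws with each probe's mean and SD gave 9. In 143 of them every low clam was not well above background and every high clam was. The looser definition gave 501 probes, and 42 in normal draws. Failed spots or dim arrays would put the low values on dim arrays, but their number per array did not follow log2 brightness (r = 0.0960, permutation p = 0.577, rho = 0.0756, permutation p = 0.661, r = 0.121 without the 2 arrays farthest from the median). By slide, 12 probes had a permutation p under 0.05, against 47 by population. Because probes can switch together, labels were also permuted jointly for all probes, with each of the 202 splits counted once. Of these, 11 were tied to slide, below 16, the upper end of the central 95% of permutations (permutation p = 0.288), and 45 to population, above the corresponding 18 (permutation p = 0.001, the smallest that 1000 permutations can give). With every probe counted, the joint permutations gave a weaker result. There 48 probes were tied to population, below the corresponding 78 (permutation p = 0.049), and 12 to slide, below 76 (permutation p = 0.324). Low values of an array were no closer together on the slide than random spots, with a mean distance to the nearest of 5.45 spots against 5.38 to 5.53 in random sets. The looser definition gave r = 0.118, 19 probes by slide against 77 by population, and 4.01 spots against 3.99 to 4.08. The probes were not independent of each other, as 62 of the 292 split the clams in the same way and the remaining 230 had 201 other splits, 186 of the 202 with 1 probe each. Without the 62, r with log2 brightness was 0.00517 (permutation p = 0.977, rho = 0.0454, permutation p = 0.789, r = 0.00639 without the 2 arrays). For the remaining probes, inherited differences between individuals, such as presence or absence of a transcript or a variant under the probe, may be the source, but this was not tested and a variant was not separated from a change in expression.

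The 62 probes were high in north Atlantic clam 3, south Atlantic clams 4, 7, 11 and 12 and south Mediterranean clam 8. Their mean normalised log2 signal was -0.43 to 1.80 in these 6 clams and -9.04 to -4.86 in the other 30. By the looser definition 149 of the 501 probes had this split. Such a set may reflect a state shared by these clams, as separate variants under each probe are unlikely to give 1 split. The 6 arrays lay on 3 slides that also held 15 low clams, and their brightness, 472 to 968, lay inside that of the other arrays, 223 to 2549. Neither slide (permutation p = 0.204) nor population (permutation p = 0.392) was tied to the split. Across all 36 arrays, 480 further probes followed the mean of the 62 with r of at least 0.7, and 0 with r of -0.7 or below, a relation that rests on the gap between the 6 clams and the other 30. RNA of another source in the tissue of these clams could raise many probes and lower few, but so could genes that are off in most clams, so these cannot be told apart. The 6 clams were found from the data, so no measure was tested between them and the others.

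The 292 probes with 2 levels were not the main source of the race calls, and 0 of the 62 were called in any comparison. The 292 made up 4.57% of the 328 race-called probes, or 15, and 2.47% of the probes not called (odds ratio 1.90, Fisher's exact p = 0.0291). By the looser definition the shares were 7.93%, or 26, and 4.23% (odds ratio 1.95, Fisher's exact p = 0.00334). They were thus more frequent among the race calls, although probes are not independent. Among the 85 race calls of at least 4-fold, 15 were of this kind, and 25 by the looser definition. By Fisher's exact test with adjustment over the 292 probes, the share of high clams differed between the races for 4. In CUST_2027_PI425257013, chosen after its values were seen, the high level was found in 7 of 10 north Atlantic, 1 of 13 south Atlantic, 4 of 4 north Mediterranean and 9 of 9 south Mediterranean clams (adjusted p = 0.00898 for race).

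Of 946 contigs with a pair of probes whose names differ by the letters AS, 387 had both probes well above background on at least 4 arrays, 413 had 1 and 146 had neither. The meaning of the letters is not stated. In 167 pairs the sequences overlap as reverse complements by at least 20 bases, and in 0 pairs directly. After population means were removed, the 2 probes of a pair had a median correlation across clams of 0.197, against 0.0467 in random pairs, whose 95% range ended at 0.0772. This is consistent with signal from both strands of some contigs, as 78 of the 385 pairs reached 0.5. Transcription of both strands and labelling of both strands were not separated.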
